A study of Drosophila melanogaster with 4 samples. Its data were reported in "Conserved chromosomal clustering of genes governed by chromatin regulators in Drosophila" (2008).

How the data were processed

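RNA of whole *ash2*I1 mutant larvae and of a pool of wild-type larvae from the isogenic reference line was compared on 4 two-colour arrays printed with a long-oligonucleotide set for *Drosophila*. Per the labels, the mutant carried Cy5 and the pool Cy3 on all 4 arrays, so no dye swap was made. Chromosomes X, Y and 2 of the mutant stock had been exchanged for those of the reference line, and chromosome 3, which carries the mutation, had not. The authors scanned the slides with GenePix, removed spots that failed quality thresholds, corrected the background with normexp, normalised within arrays with OLIN and between the 4 arrays with its method based on the median absolute deviation, and fitted a linear model with limma. The paper gives the major version of GenePix, while those of limma and OLIN are not given in the sources used here.

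The deposited values are log2 ratios, normalised by the authors, with removed spots left empty. The base of the logarithm and the direction mutant over wild type are not written in the values. They were taken from the limma convention, the fold threshold of the methods, the dyes in the labels, and the direction in which the study describes *Hsp27* and *br*. The medians of arrays 1 to 4 were 0.02, 0.04, 0.00 and -0.02, their SDs 0.79, 0.62, 0.65 and 0.61, and their median absolute deviations lay between 0.28 and 0.29. Over the 278 genes on all 4 arrays the SDs were 1.13, 0.75, 0.93 and 0.58. The scanner files were not used here.

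Of 16416 probes, 13164 had 1 gene symbol, 101 had several and 3151 had none in the annotation used. Symbols were updated through the gene table of assembly Release 6, by gene identifier for 12533 probes, by accession for 120 and by symbol for 21, and 490 kept the older symbol. That table is of a later build than the one used by the authors, so it served only for names, chromosome arms and the order of genes, and no coordinates are given. Probes with several genes or none were left out of the main tests. Of 2376 probes with a value in both extractions, 1723 had 1 gene, and probes of a gene were averaged on each array, which gave 1659 genes. Of these, 71 had several measured probes.

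The 2 arrays of an extraction carried the same amplified RNA and were averaged, which left n = 2 mutant extractions. The wild-type pool counts as 1 control sample, and the test of the ratio against 0 leaves out its own spread. An intercept was fitted with limma 3.58.1 in R 4.3.3, with moderated variances and Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05 with at least a 2-fold change. SE is the moderated standard error of limma, and its median was 0.14. On simulated log ratios of 1659 genes, with 200 changed and the missing values of the real arrays, 88.8% of changes of 1.25, 96.1% of 1.5, 99.4% of 2 and 99.9% of 3 log2 units were called, and 2.29% of calls were false. Of 3932 simulated calls 1 had the wrong sign, and the limit set for this share was chosen after that call had been seen. The simulation gave each change the same size on all 4 arrays, with little noise between the arrays of an extraction. The real arrays differed in spread, so these rates need not hold for them.

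Gene lists were fixed before the data were examined, but after the paper and its supplements, with the list of changed genes of the study, had been read. Lists with at least 3 measured members were tested with cameraPR at a preset inter-gene correlation of 0.01, two-sided. A list's correlation was also estimated, in camera over the genes on all 4 arrays. This camera test takes the 4 arrays as separate samples, although they are 2 pairs of the same RNA. An estimate from the signs of the difference of the 2 extractions was added after the results were seen. It rests on 1 degree of freedom and can fall below the preset value. Chromosome arms were compared with two-sided Fisher exact tests. Clusters were windows of 7 neighbouring tested genes with at least 3 called in the same direction and a hypergeometric p under 0.001, with overlapping windows merged, and their number was set against 1000 random sets with the same number of genes per arm. On simulated calls the search recovered a planted group of 4 close calls in 50 of 50 runs. So dense a group always passes the limit, so this checks only that the search runs. Groups of 3 were not planted. The correlation of neighbours was tested with 10000 permutations of gene order within arms. Python 3.11.15 with SciPy 1.17.1, pandas 2.3.3 and NumPy 2.4.6 was used.

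Genes were named by a rule fixed before the data were examined. It took *ash2*, *trx* and *trr*, the 12 largest rises and 12 largest falls among called genes with the same sign on every array and values on at least 3, the genes that the study named for this mutant (*Sgs3*, *Sgs7*, *Sgs8*, *Hsp23*, *Hsp26*, *Hsp27* and *br*), the Hox genes, up to 4 members of each list that was shifted or held a called gene, and the members of clusters. *Sgs3*, *Sgs7*, *Sgs8* and *Hsp23* had no probe with 1 gene and are not reported. Alternatives changed the use of arrays as replicates, the centring and scaling between arrays, the filter on missing spots, the choice of probe, the variance model, the thresholds, the set test, the window and the genes counted as neighbours, and left out each array in turn.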

Results

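The transcriptome of whole *Drosophila melanogaster* larvae mutant for *ash2* was compared with that of wild-type larvae on 4 two-colour oligonucleotide arrays. The *ash2* gene belongs to the trithorax group, whose proteins maintain active transcription through chromatin. Wandering larvae early in the third instar were used, and the mutant RNA came from 2 independent extractions, each hybridised to 2 arrays against 1 pool of wild-type RNA. The table held 16416 probes, of which 11601 (70.67%) had no value on any array and 611 had a value on all 4. Arrays 1 and 2, from extraction 1, held 3275 and 2091 values, and arrays 3 and 4, from extraction 2, held 3513 and 1108. The 2 arrays of an extraction were averaged, so every main test rests on n = 2 extractions, and that number limits the precision. Alternatives with separate arrays, or with a correlation estimated from the 4 arrays, count 4 samples, although these are 2 pairs of the same RNA. Values are log2 ratios that likely read mutant over wild type, since the labels give the mutant RNA Cy5 on all 4 arrays and the software that the authors used divides Cy5 by Cy3 by convention. The study also describes *Hsp27* and *br* as lower in this mutant, and both have negative values here. The base of the logarithm was taken from the same convention. Across probes, the arrays correlated with r = 0.957 within extraction 1, 0.848 within extraction 2, and between 0.647 and 0.809 across extractions, although probes are not independent replicates.

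The first question was which genes change in larvae mutant for *ash2*. The mutated gene itself could not be checked, because the probe of *ash2* gave no value on any array, and neither did those of its partners *trx* and *trr*. The largest rises were those of *CG3513*, with a log2 ratio of 4.38 ± 0.39 (SE, n = 2), and of *BomS6*, a gene for a short secreted peptide of the Bomanin family of the immune response, with 3.68 ± 0.23, or 12.9-fold. *Obp56e*, an odorant-binding protein gene, rose 7.3-fold, *CG5550* 7.04-fold, and *Ssk*, a gene of the septate junctions of the midgut, 4.0-fold. *Gnmt*, which encodes glycine N-methyltransferase, rose 4.11-fold, and *CG42807*, *Alp10*, *CG32198*, *CG10911*, *CG15784* and the amylase gene *Amy-d* also rose, with log2 ratios from 1.97 to 2.40. The largest falls were those of the salivary glue gene *Sgs5bis*, with a log2 ratio of -3.09 ± 0.26 (SE, n = 2), *CG5171*, with -2.88 ± 0.14, *CG15399*, with -2.87 ± 0.35, and the small heat shock gene *Hsp27*, with -2.44 ± 0.34. The cuticle protein gene *Cpr49Ac* fell 4.38-fold, the larval serum protein gene *Lsp2* 4.31-fold, and the metallothionein gene *MtnD* 3.21-fold. *Eig71Ee*, *CG10570*, *CG11854*, *CG11912* and *CG15282* fell as well, with log2 ratios from -2.09 to -1.72. These 24 genes were picked among those with 1 sign on every array that measured them, and their adjusted p-values in limma lay between 0.0199 and 0.0425.

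**Figure D1:**
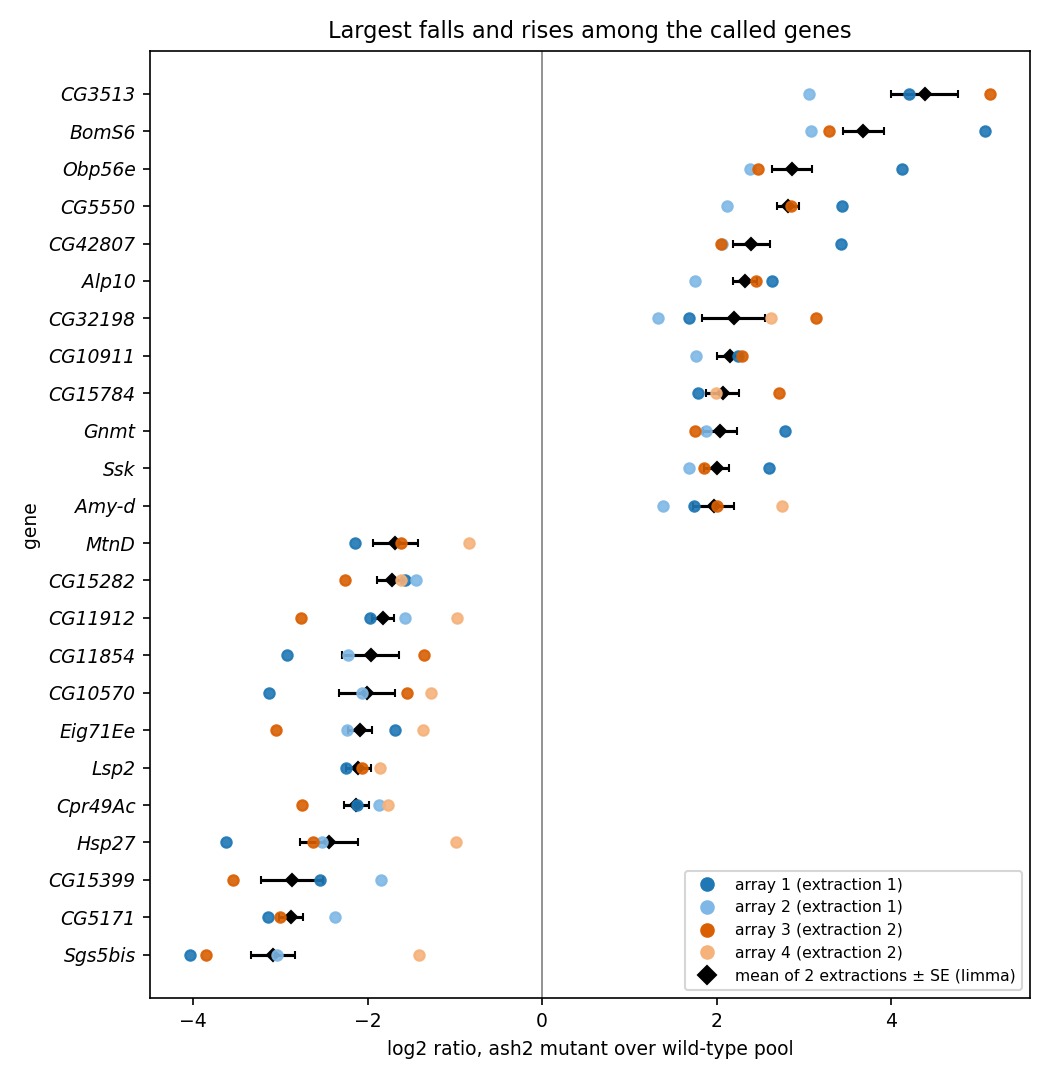
Log2 ratio of the *ash2* mutant over the wild-type pool (horizontal axis) for the 12 genes with the largest falls and the 12 with the largest rises (vertical axis), where circles are single arrays and diamonds are the mean of 2 extractions with its limma SE. Only genes with 1 sign on all their arrays were picked, and means run from -3.09 for *Sgs5bis* to 4.38 for *CG3513*.

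In all, 110 of 1659 tested genes (6.63%) changed at least 2-fold with an adjusted p under 0.05 in limma, 63 of them higher and 47 lower in the mutant. The wild-type pool counts as 1 control sample whose own spread is left out, and 1301 of the tested genes took their value in extraction 2 from array 3 alone. The count depended on single arrays, since 55 genes were called without array 2, and none of 358 tested genes without array 3, where 67 had an unadjusted p under 0.05.

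Of 22 measured genes of the proteasome, the complex that degrades ubiquitin-tagged proteins, 4 were called lower in the mutant and 18 did not pass. All 22 had a log2 ratio below 0, with a median of -0.77, and the list was shifted down against the other genes (adjusted p = 6.58e-08, limma cameraPR with a preset correlation). This shift was lost with a correlation estimated from the 4 arrays over the 6 members on all of them (adjusted p = 0.673) and in fry (adjusted p = 0.192). When adjusted over the list alone 5 passed. The list was fixed after the changed genes of the study on these samples had been read, so it is not independent evidence. *Rpn5*, of the regulatory particle, had a log2 ratio of -1.30 ± 0.13 (SE, n = 2), and *Rpn1* had -1.13 ± 0.16. The other two that fell, *Prosalpha1* and *Rpt4*, were named after their values were seen, and the log2 ratios of *Rpt3* (-0.84 ± 0.14) and *Rpn2* (-0.81 ± 0.13) stayed under a 2-fold change. With an estimate from the 2 extractions, chosen after the results were seen and resting on 1 degree of freedom, the list had an adjusted p = 0.0156.

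Salivary glue genes, whose products fix the pupal case to its substrate, were shifted down, with a median log2 ratio of -1.41 over 6 measured members (adjusted p = 0.0059). This shift was lost with a correlation estimated from the 4 arrays (adjusted p = 0.673), in fry (adjusted p = 0.184), with the extraction as a random block (adjusted p = 0.192) and with the 4 arrays as separate values (adjusted p = 0.13). *Sgs5bis* and *Eig71Ee* fell, none rose, 4 did not pass, and 3 passed when adjusted over the list alone. *Sgs4* had a log2 ratio of -0.74 ± 0.15 and *ng2* one of 0.80 ± 0.16. The ecdysone response list, of genes that answer the moulting hormone, was shifted down too, with a median of -0.59 over 7 measured members of 42 (adjusted p = 0.0184). It lost its shift with the estimated correlation (adjusted p = 0.673), in fry (adjusted p = 0.234), with the random block (adjusted p = 0.0501) and without array 4 (adjusted p = 0.0525). *Fbp1*, *Sox14* and *br* fell, with log2 ratios of -1.46 ± 0.14, -1.36 ± 0.21 and -1.04 ± 0.14 (SE, n = 2), none rose, 4 did not pass, and 3 passed when adjusted over the list alone. The measured probes of *br* disagreed, with means from -1.44 to 0.26. The 10 measured cuticle protein genes, of 128 in the list, had a median of -0.39 (adjusted p = 0.0275). Their shift was lost with the estimated correlation (adjusted p = 0.673), in fry (adjusted p = 0.184), with the random block (adjusted p = 0.0733) and with separate arrays (adjusted p = 0.0518). *Cpr49Ac*, *Pcp* and *Lcp9* fell, none rose, 7 did not pass, and 4 passed when adjusted over the list alone. The study named members of the glue, heat shock and ecdysone lists on these samples, so these lists are not independent evidence. In the small heat shock list *Hsp27* fell and *l(2)efl*, at -0.30 ± 0.13, did not pass, while *Hsp26* was measured in extraction 1 only, at -1.97 and -1.22 on its arrays.

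In the peritrophic matrix and chitin list, whose products line the gut or handle chitin, 4 of 28 measured members rose, none fell, and 24 did not pass, with a median log2 ratio of 0.51 (adjusted p = 0.00415). This shift was lost with a correlation estimated from the 4 arrays (adjusted p = 0.673) and in fry (adjusted p = 0.192). When adjusted over the list alone 6 passed. The mucin-related gene *Mur18B* rose 3.2-fold, *CG7298* 2.75-fold and *Idgf3*, a gene of the chitinase-like growth factors, 2.08-fold. Among digestive proteases and carbohydrases 5 of 25 rose, 2 fell and 18 did not pass, with a median of 0.33 (adjusted p = 0.0184), and 7 passed when adjusted over the list alone. This shift was lost with a correlation estimated from the 4 arrays (adjusted p = 0.673) or, as an added alternative, from the 2 extractions (adjusted p = 0.629), and in fry (adjusted p = 0.293). *Amy-d* and the protease gene *Jon44E* rose 3.91-fold and 2.49-fold, whereas the protease gene *Jon66Cii* and the maltase gene *Mal-A5* fell, with log2 ratios of -1.85 ± 0.20 and -1.15 ± 0.13. The study had members of both lists among its changed genes on these samples, so these lists are not independent evidence either.

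Lysozyme and peptidoglycan recognition genes, which act on bacterial cell walls, had a median log2 ratio of 1.10 over 7 members (adjusted p = 0.0184). Their shift was lost in fry (adjusted p = 0.184), without array 4 (adjusted p = 0.13) and with the extraction as a random block (adjusted p = 0.0501). *LysS* and *LysX* rose 3.14-fold and 2.15-fold, none fell, 5 did not pass, and 3 passed when adjusted over the list alone. *LysB* had a log2 ratio of 2.54 ± 0.65, with 1.24 in extraction 1 and 3.83 in extraction 2. The *Lys* genes are close copies, as are the amylase genes, so a probe may read more than 1 of them. In the antimicrobial peptide and Bomanin list 7 of 38 genes were measured. *BomS6* and *IM33* rose 12.9-fold and 3.01-fold, *Listericin* fell 2.07-fold and 4 did not pass, with a median of 0.65 (adjusted p = 0.0184). When adjusted over the list alone 3 passed. This shift was lost in fry (adjusted p = 0.184), without array 2 (adjusted p = 0.0783), with the 4 arrays as separate values (adjusted p = 0.231) and with the random block (adjusted p = 0.255). The study had members of the antimicrobial list among its changed genes on these samples.

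The study described groups of neighbouring genes that change in *trx* mutants, and the members of those over-expressed there were followed here. Of 20 measured members 6 rose, 2 fell and 12 did not pass, with a median log2 ratio of 1.03 (adjusted p = 0.00178), and 12 passed when adjusted over the list alone. This shift was lost with a correlation estimated from the 4 arrays (adjusted p = 0.946), in fry (adjusted p = 0.184), without array 4 (adjusted p = 0.197) and over the genes on all 4 arrays (adjusted p = 0.928). *BomS6*, *LysS* and *CG13461* were among those that rose, and *Hsp27* and *Listericin* were those that fell. The list shares the lysozyme, Bomanin and some peritrophic genes with the lists above, and the study had already reported several of its members as changed together in these same *ash2* samples, so it is not independent evidence. Of 63 genes of the groups under-expressed in *trx* mutants, 7 were measured. *Acat2* rose 2.12-fold, none fell and 6 did not pass, and these 7 genes were not shifted (adjusted p = 0.967).

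**Figure D2:**
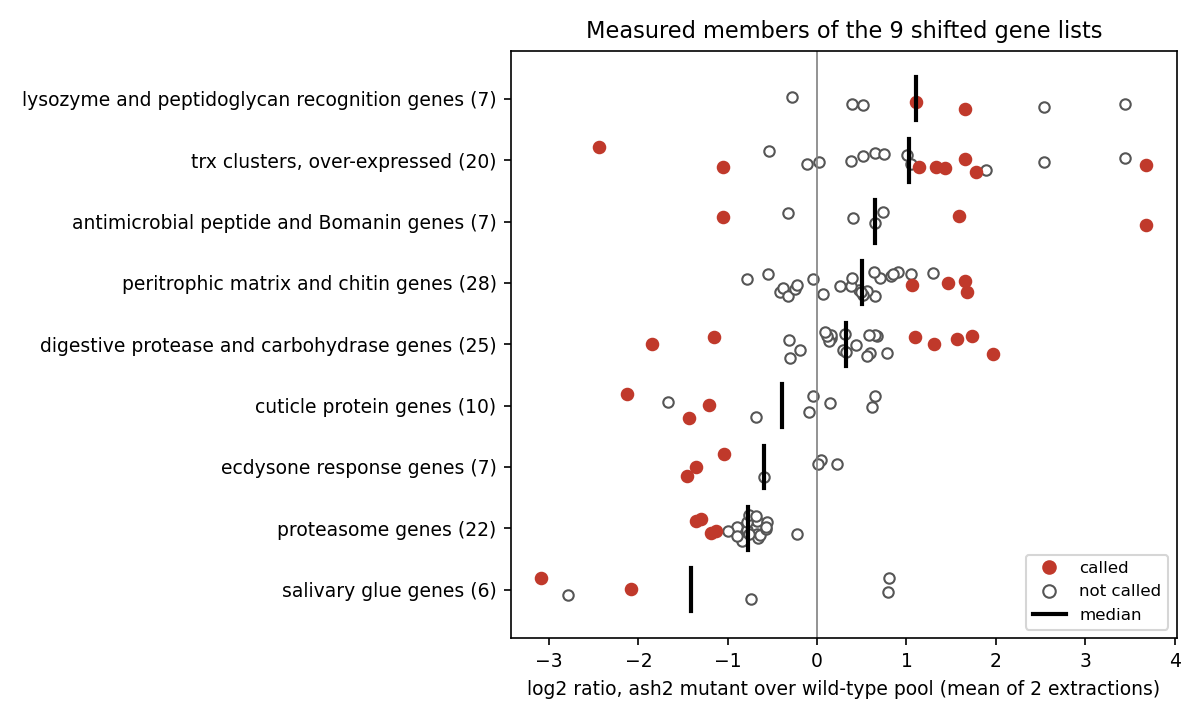
Log2 ratio of the mutant over the wild-type pool (horizontal axis) for each measured member of the 9 shifted lists (vertical axis, number of members in brackets), with called genes filled, other genes open and the median as a bar. All 22 proteasome genes lie below 0, and medians run from -1.41 for the glue genes to 1.10 for the lysozyme list.

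Larval serum and fat body genes moved both ways, with 2 of 12 members higher, 3 lower and 7 not passing. *Lsp2*, *Fbp1* and *Lsd-1*, the last a gene of lipid droplet proteins, fell, with log2 ratios of -2.11 ± 0.15, -1.46 ± 0.14 and -1.02 ± 0.13 (SE, n = 2), and *Tsf1*, which encodes an iron-binding transferrin, rose 2.96-fold. The median was 0.12 while the mean was -0.01 and the test pointed down (adjusted p = 0.207). Among metallothionein and detoxification genes *GstE9* and *GstD3*, both for glutathione transferases, rose 2.2-fold and 2.06-fold, *MtnD* fell and 24 did not pass (adjusted p = 0.879). In the tanning list *yellow-f* fell 2.18-fold and 2 did not pass (adjusted p = 0.148), and in the odorant-binding list *Obp56e* rose and 5 did not pass (adjusted p = 0.879). The median of the odorant-binding list was -0.12 although its mean was 0.27. In these 4 lists 5, 3, 1 and 1 members passed when adjusted over the list alone. The Hox genes, targets by which the trithorax group was first known, had no value here. In total 9 of 23 lists with at least 3 measured members were shifted, 5 up and 4 down. All lists were fixed after the changed genes of the study on these samples had been read, so none is independent evidence. With a correlation estimated from the 4 arrays none of 12 testable lists was shifted (smallest adjusted p 0.673), and fry, which asks whether a list moves on balance one way, called none of 23 (smallest adjusted p 0.184). The estimate from the 2 extractions was chosen after the results were seen, and it was 0 for the glue, cuticle and lysozyme lists, so it could not have ended their calls.

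The second question was how the changed genes lie along the chromosomes. Of the 109 called genes with a known place, 44 (40.4%) were on chromosome 3, where *ash2* itself lies, against 43.9% of the 1649 tested genes. The odds ratio was 0.856 (95% interval 0.563 to 1.29, two-sided Fisher exact p = 0.485), so no excess was detected. *Hsp27*, *Lsp2*, *LysS* and *LysX* are on arm 3L, which held 15 of 62 rises and 6 of 47 falls. Arm 3R, with *Rpn5*, *Sgs5bis* and *Gnmt*, held 8 rises and 15 falls. No arm differed from the others in either direction after adjustment, and the smallest value was that of rises on 3R (two-sided Fisher exact p = 0.0341, adjusted p = 0.41). With each array scaled to 1 median absolute deviation, and with 1 probe per gene, 1 arm passed.

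Called genes met the rule for a cluster in 3 places, each made of genes lower in the mutant. Of the called genes with a known place, 62 were rises and 47 falls. With these numbers 3 falls in a window pass the p limit and 3 rises do not. The search was therefore stricter for rises, and the direction of the clusters is not a finding. On arm 3R, *cher*, which encodes a filamin, *CREG*, *CG14332* and *Sgs5bis* fell, with log2 ratios of -1.10 ± 0.13, -1.57 ± 0.21, -2.39 ± 0.19 and -3.09 ± 0.26 (SE, n = 2). Elsewhere on 3R, *CG10252*, *Lsd-1* and *Pli*, a gene of the Pellino proteins, fell 2.32-fold, 2.03-fold and 2.2-fold. On arm 2L, the pupal cuticle gene *Pcp*, *CG5171* and *CG5177* fell 2.71-fold, 7.37-fold and 2.35-fold. Sets of called genes drawn at random with the same number per arm gave a mean of 0.469 clusters (SD 0.672), and 13 of 1000 sets gave at least 3 (one-sided permutation p = 0.014). These sets do not allow for related genes that lie side by side. *CG5171* and *CG5177* were next to each other among the tested genes, and whether they are related was not examined. The clusters are loose, since each spans 30 to 60 annotated genes and most were not measured. With all annotated genes as neighbours there was 1 cluster, the rises of *CG8997*, *CG7916* and *CG7953* on 2L (one-sided permutation p = 0.039), and none of the 3 remained, while leaving out array 1 gave 0 clusters.

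**Figure D3:**
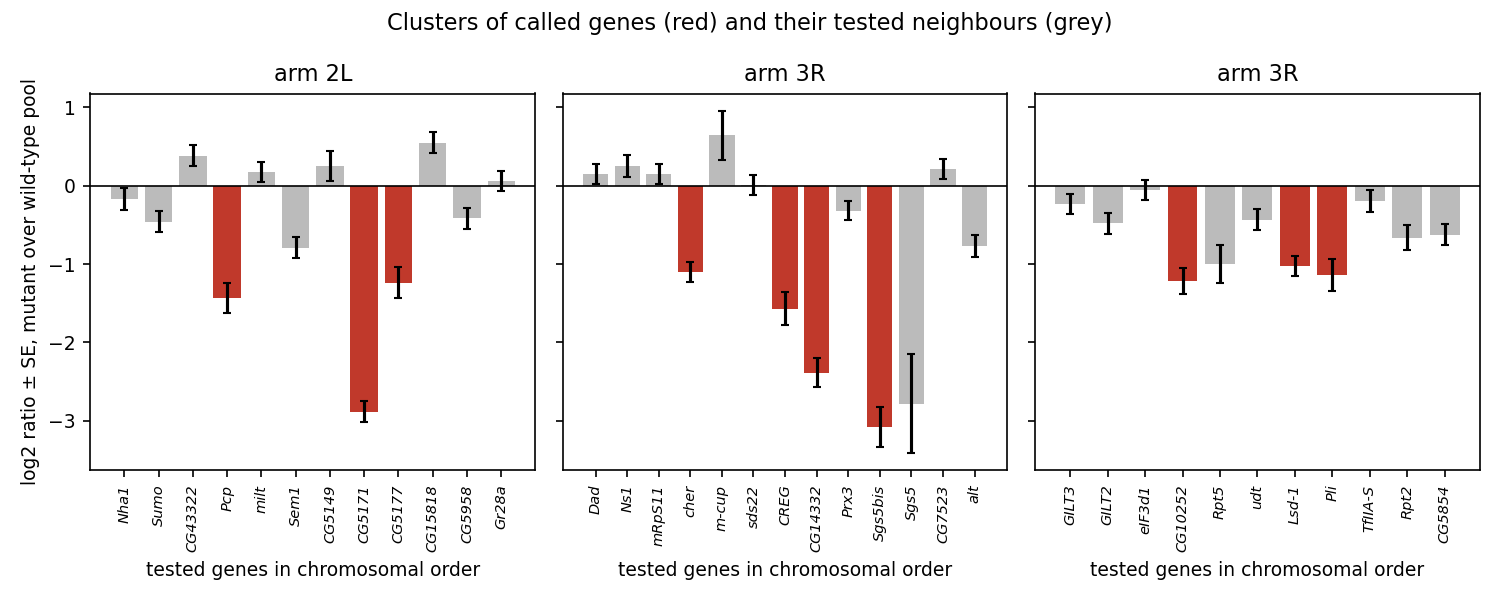
Log2 ratio with limma SE (vertical axis) of the tested genes in chromosomal order (horizontal axis) around the 3 clusters, with called genes in red and other tested genes in grey. The lowest bars are *CG5171* at -2.88 on 2L and *Sgs5bis* at -3.09 on 3R.

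Without any threshold, the log2 ratios of neighbouring tested genes were correlated across 1643 pairs (r = 0.15, one-sided permutation p = 0.0001, the smallest that 10000 permutations can give). Leaving out pairs of genes whose symbols share a stem, such as *Sgs5* and *Sgs5bis*, left r = 0.12 over 1595 pairs (one-sided permutation p = 0.0001). Neighbours with CG or CR numbers as symbols were exempt from this filter, so related genes among them were not taken out. Genes are not independent replicates, and these values describe the order of genes in this comparison only.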

Values the study reported

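The study reported 244 genes with a changed expression in *ash2* mutant larvae, at a change of at least 2-fold and a p-value below 0.05. Of these, 123 were over-expressed and 121 under-expressed. Among them it found 8 clusters, with another program and windows of fixed length, of which 6 held over-expressed and 2 under-expressed genes.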

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

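The tests of compressed ratios on array 4, of larval stage and of dye bias, the correlation estimated from the 2 extractions, and the count with unnamed probes, were chosen after the results were seen. None of 74 groups of 4 array values held an array far from the other 3, where chance would give about 3.7. That number takes the 4 values as independent. The arrays form 2 pairs of the same RNA, so this check says little.

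Among the 653 probes with no gene or several genes, which the comparisons above do not use, 74 were called, 64 higher and 10 lower. Of the called ones 79.7% lay in the first 36 or last 18 places of a print block, against 63.4% of those measured (two-sided Fisher exact p = 0.00194). Those at the edges were called higher in 57 cases and lower in 2. Control spots printed at block edges are a candidate explanation, since spike-in and buffer spots were part of the design. What those probes detect, and any biological explanation, was not tested.

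The calls vanished without array 3. Over the 278 genes on all 4 arrays, extraction 1 with array 3 alone gave 46 calls and with array 4 alone 0, which argues against a shortage of shared genes as the whole cause. The SD of array 4 was 0.63 times that of array 3 over these genes, and with array 4 scaled up to array 3 there were 45 calls. Array 2 had 0.67 times the SD of array 1, and extraction 2 with array 2 alone gave 40 calls and with array 1 alone 50. That fit set array 2 (SD 0.75) against arrays 3 and 4 (0.93 and 0.58). Array 4 had been set against arrays 1 and 2 (1.13 and 0.75). These gaps in spread differ, so the 40 calls decide nothing about array 4. Compressed log ratios on array 4 may account for the loss, which stays open, and what compressed them was not tested.

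The glue genes *Sgs5bis* and *Eig71Ee* were lower in the mutant. Mutant larvae somewhat earlier in the third instar are a possible explanation, although the paper states that larvae were staged by a blue gut in all cases. The measured fat body genes chosen for this test, *Lsp2*, *Fbp1* and *Fbp2*, had a median log2 ratio of -1.46, the value of *Fbp1*. Of these, *Lsp2* and *Fbp1* fell and *Fbp2* had 0.01. The values of the first pair had been seen before the test was chosen, so a median below 0 was fixed in advance and decides nothing. Dye bias cannot be told apart from the genotype, because 0 arrays had the dyes swapped. A direct effect of the mutation on these genes stays open and was not tested.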

How the results depend on the processing

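The alternatives named below as added were chosen after seeing the data. Against 110 genes called, 63 higher and 47 lower, scaling each array to 1 median absolute deviation gave 72 (29 lower), genes on all 4 arrays alone 49 (31 and 18, with fewer genes tested), no fold limit 168 (78 lower), and, as an added alternative, unnamed probes included 184 (127 higher, more features tested). Leaving out 1 array gave 0 to 123 calls, 0 to 72 higher and 0 to 51 lower. Without array 3 only 358 genes were tested, and without array 2 55 were called, all of them among the 110. The 110 genes were also called by median centring, with 4 separate arrays and with the extraction as a random block. Of 54 called genes among those named, 16 passed in every alternative that tested them. None of these 16 could be tested without array 3, where all 23 testable ones of the 54 were lost. None of the 54 changed sign, but each had 1 sign on every array that measured it, so a change was unlikely. Scaling to 1 median absolute deviation lost 16 of the 54, and leaving out array 2 lost 23 of 53. Against 9 lists, the random block gave 5, a correlation estimated from the 4 arrays 0 and fry 0, where few degrees of freedom remain. Other settings, among them the added estimate from the 2 extractions, gave 6 to 9, none with an opposite direction. The share of called genes on chromosome 3 ran from 34.5% to 42.8% against 40.4%, and turned to an odds ratio above 1 with 4 separate arrays (44.1%, Fisher exact p = 1.0). It has no value without array 3, which left no call. Leaving out 1 array gave 0 to 4 clusters against 3, where the 0 without array 3 follows from no calls, the random block 1, genes on all 4 arrays 0, windows of 5 genes 5 and all annotated genes as neighbours 1. One arm passed in place of 0 with scaling to 1 median absolute deviation (1) and with 1 probe per gene (1). Neighbour correlation stayed between 0.12 and 0.16, past its threshold in every alternative. Except where fewer genes, more features or the lack of a limit account for a change, the cause was not tested. Windows of 25 kb were not run, as no positions of the build of the authors were used. Spots removed for low quality limit what the arrays can show, since 70.67% of probes have no value.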

Other observations

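The test of chromosome 3 was planned before its result was seen. All 13 measured mitochondrial ribosomal protein genes had a log2 ratio above 0, with a median of 0.26 (adjusted p = 0.0944, cameraPR), and *mRpS21* had the largest, at 0.76 ± 0.13. Of 43 oxidative phosphorylation genes, 37 were above 0, with a median of 0.22 (adjusted p = 0.0812). That list passed with the 4 arrays as separate values (adjusted p = 0.0207), with the extraction as a random block (adjusted p = 0.0246) and without array 2 (adjusted p = 0.0416), and not with a correlation estimated from the 4 arrays (adjusted p = 0.835) or, as an added alternative, from the 2 extractions (adjusted p = 0.886). Cytosolic ribosomal protein genes had a median of 0.00 over 30 members (adjusted p = 0.967), with 15 above and 15 below 0.

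Muscle genes had a median of 0.13 over 12 members (adjusted p = 0.879) and glycolysis genes one of 0.03 over 7 (adjusted p = 0.879). The 3 measured hemocyte genes had a median of 0.41 (adjusted p = 0.517), and 5 measured trithorax and Polycomb group genes one of -0.10 (adjusted p = 0.879). The larger heat shock and chaperone genes had a median of -0.43 over 3 members (adjusted p = 0.879), and DNA replication and cell cycle genes one of -0.22 over 3 (adjusted p = 0.74).

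On array 3 the first of 48 blocks of probes in the table kept a value for 68.71% of probes and the next 3 blocks for 1.75% to 3.51%. Without these 4 blocks, an added alternative, 110 genes were called, of which 107 were among the 110 above, and the shift of the lysozyme list had an adjusted p = 0.083.

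A chromosome 3 that was not exchanged for that of the reference line was one hypothesis for called genes. The odds ratio of 0.856 has an interval that includes 1, so it does not decide.

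At the thresholds of the study, 110 genes were called here, 63 higher and 47 lower. These counts rest on 2 averaged extractions, on probes with 1 gene and on genes with a value in both extractions. They are lower than the values quoted from the study above. Genes measured in 1 extraction only, such as *Hsp26*, could not be called here. With the 4 arrays as separate values 147 were called, 83 higher and 64 lower. With unnamed probes included, an added alternative, 184 features were called, 127 of them higher. Of the higher ones, 64 were single probes with no gene or several genes, so this number cannot be set against the quoted number of genes. What accounts for the lower counts here was not tested. The numbers of clusters come from different windows and are not compared.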
